A study of Homo sapiens with 16 samples. Its data were reported in "RB, p130 and p107 differentially repress G1/S and G2/M genes after p53 activation" (2019).

How the data were processed

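Transcripts were measured by RNA-seq in 16 libraries of human foreskin fibroblasts, 2 biological repeats for each of 4 lines at 0 and 350 nM doxorubicin. Groups and repeat numbers were taken from the sample labels, and no library was left out. The authors prepared stranded poly(A) libraries, sequenced single ends, aligned the reads to the human genome (hg19) with STAR, counted reads per gene name with HTSeq and divided the counts by median-of-ratios size factors from DESeq2. The strand setting used for counting is not stated, so reads shared with antisense genes or paralogs cannot be excluded for any single gene. The deposited table gives a normalized signal per gene name, in which each library's counts are divided by its size factor. Checked on the table, multiplying back by a size factor per library gave whole reads in 100% of the values, and the factors recomputed from these reads differed from those in the table by at most 0.0. The recovered reads gave the depth of each library, 10373517 to 20710969 reads, a ratio of 2.0. Depth limits genes with few reads most. Counting error alone is covered by a floor of 3 reads, since reads are not independent molecules after PCR, and a fold against a group at or under this floor is given as a lower bound. Spreadsheet software had turned 26 gene names in the table into dates, and these were left as they were.

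Tests used limma 3.58.1 in R 4.3.3 with a trended moderated variance on log2(signal + 1), over the 13534 genes with a mean of at least 10 over all libraries. Fold changes are on this scale and understate the change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Doxorubicin was compared with no drug in the 4 libraries of a line, the interaction of line and doxorubicin in the 8 libraries of a pair of lines, and lines in 1 fit of the 8 libraries of a dose. The top 250 genes were those with the smallest p in the test of any difference among the treated lines. The tests, the lists, the named-gene rule and most alternatives were chosen before the data were examined.

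The gene lists were those the study used, which it took from earlier work. They held 60 G1/S and 103 G2/M genes at high stringency, 572 and 432 at low stringency, and 309 direct p53 targets. An entry that a spreadsheet had turned into a date was left out. Current symbols were matched to the table directly or through older symbols, which left 0, 0, 1, 3 and 2 genes unmatched, and 57, 103, 542, 425 and 294 genes were tested. The G1/S and G2/M lists at low stringency shared 0 genes, and the p53 list shared 2 and 1 genes with the high-stringency G1/S and G2/M lists. A list's value is the median log2 fold change of its genes. It was tested with camera in limma at a preset correlation of 0.01, with adjustment within families of 12, 11 and 12 tests. With fold changes of genes at the floor set to their bounds, the 12 list medians within lines were the same to 2 decimals.

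Named genes were the targeted genes with RBL1, genes the study names for these comparisons, and the 3 largest rises and 3 largest falls among called genes with a mean of at least 100 in 3 comparisons. Fewer are named where fewer passed. Positions are those of GENCODE v44 lifted to GRCh37, and all named genes are protein-coding there. Transcript length and GC content were available for 12992 tested genes (96%), and for 100%, 98.1% and 99.7% of the tested G1/S, G2/M and p53 lists.

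Alternatives were TMM scaling (divisors 0.96 to 1.03), a pseudocount of 0.1, no filter on low values, a mean of at least 100, 1 fit of all 16 libraries, the repeat number as a term, quasi-likelihood tests in edgeR 4.0.16 and Wald tests in DESeq2 1.42.0 on the recovered reads, other versions of the lists and list tests, and each library left out in turn. Further alternatives chosen after the data were seen were edgeR and DESeq2 on all 16 libraries, removal of length and GC trends (splines with 4 degrees of freedom) within replicate pairs or per library, fits of only the lines compared, a crossed repeat number and thinning to the 10373517 reads of the shallowest library. TMM moved the median fold change of all genes by at most 0.08 on the log2 scale.

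The fits were tested on simulated data of the same design with 13534 genes, 200 of them changed, and a dispersion of 0.03. limma recovered 77% of the changed genes in a comparison of 2 against 2 libraries and 100% of those changed 4-fold, with 1.8% of calls false and a slope of estimates on true values of 1.012. edgeR recovered 80% and DESeq2 80.5%. A list of 60 genes given a difference of 0.8 between lines had an estimated median difference of 0.67, and an unchanged list had -0.01. In the simulation every library had the same dispersion, genes varied independently, and the changed genes excluded those of lowest mean. The real replicate pairs differed in spread, and far more genes were called for doxorubicin. These rates therefore need not hold for the real libraries. Tables were read with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1) and figures drawn with matplotlib 3.10.9.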

Results

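The data were 16 RNA-seq libraries of poly(A) RNA from human foreskin fibroblasts (HFF), which are primary skin cells with intact p53. The 4 lines had been made with Cas9 and guide RNAs (sg). Control carried control guides, sgP130 a guide against RBL2 (the gene of p130), sgRB1 a guide against RB1 (the gene of RB), and sgRB1+sgP130 guides against both genes. RB and p130 are pocket proteins, which hold E2F transcription factors and repress cell-cycle genes. p130 does so within the DREAM complex, and p107 (gene RBL1) is the remaining member of the family. The cells were held at contact arrest for 48 h, released, and harvested after 24 h with 0 or 350 nM doxorubicin, a drug that breaks DNA and activates p53. Each of the 8 groups of line and dose had 2 biological repeats. The comparisons ask how loss of RB, of p130 or of both changes the response of cell-cycle genes to DNA damage.

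The libraries held between 10373517 and 20710969 counted reads. The shallowest was replicate 1 of untreated sgRB1+sgP130 and the deepest replicate 1 of untreated sgRB1. The table listed 23228 genes, of which 3572 had no read in any library. The 13534 genes with a mean of at least 10 normalized counts were tested. The replicates of untreated sgRB1+sgP130 were further apart than those of any other group. The standard deviation across genes of the log2 difference between replicates was 1.22 in this group and between 0.28 and 0.94 in the other 7 groups. In this pair the difference varied with transcript length. Over 10 bins of genes by length, replicate 1 lay higher by a median of 1.11 on the log2 scale in the shortest (median length 1304 bases) and lower in the longest (median length 10079 bases), with a median of -0.77. In 3 libraries, few genes had exactly 1 read. These were replicate 2 of untreated sgRB1 with 114 such genes, replicate 1 of untreated sgRB1+sgP130 with 165, and replicate 2 of treated Control with 161. The other 13 libraries each had at least 233.

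**Figure D1:**
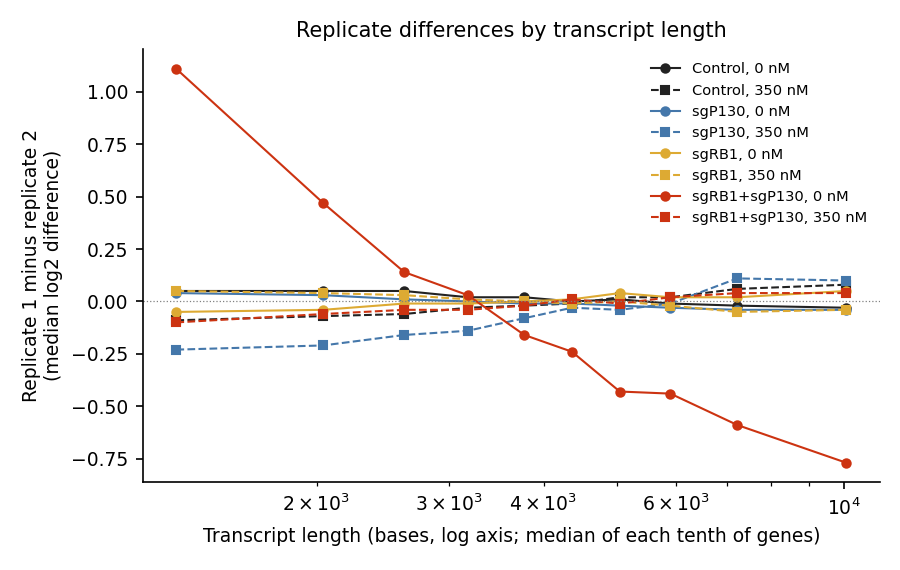
Median log2 difference between replicate 1 and replicate 2 against transcript length in bases (log axis), for each of 10 bins of genes by length and for each of the 8 groups. The untreated sgRB1+sgP130 pair falls with length, with medians of 1.11 in the shortest bin and -0.77 in the longest.

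The targeted genes were measured first. RB1 (chromosome 13, 48877880 to 49173572, plus strand, GRCh37) had 1362 ± 132 normalized counts (SD, n = 2) in untreated Control and 1647 ± 198 in untreated sgP130. It had 833 ± 57.6 in untreated sgRB1 and 588 ± 233 in untreated sgRB1+sgP130 (SD, n = 2). With doxorubicin RB1 had 725 ± 82.3 in Control, 763 ± 246 in sgP130, 547 ± 76.7 in sgRB1 and 576 and 425 in the replicates of sgRB1+sgP130 (SD, n = 2, for the other lines). RB1 was thus lower than in either Control library in each untreated library with the RB1 guide, at a log2 fold change of -0.71 in sgRB1 (limma adjusted p 0.778) and -1.26 in sgRB1+sgP130 (adjusted p 0.121). Neither passed the threshold. The second value was -0.85 without replicate 1 of untreated sgRB1+sgP130 and -1.68 without replicate 2. RBL2 (chromosome 16, 53467889 to 53525560, plus strand) had 554 ± 53.8 normalized counts in untreated Control, 261 ± 17.5 in sgP130, 560 ± 51.8 in sgRB1 and 148 ± 49 in sgRB1+sgP130 (SD, n = 2). With doxorubicin RBL2 had 450 ± 11.6 in Control, 236 ± 24.5 in sgP130, 410 ± 8.42 in sgRB1 and 114 ± 2.39 in sgRB1+sgP130 (SD, n = 2). The log2 fold change of RBL2 against Control in the untreated libraries was -1.08 in sgP130 (adjusted p 1) and -1.93 in sgRB1+sgP130 (adjusted p 0.0827). Among the treated libraries it was -0.93 in sgP130 (adjusted p 0.751) and -1.98 in sgRB1+sgP130 (adjusted p 6.07e-05). Reads on a gene count transcripts and not functional protein, so these levels do not measure the extent of editing. The study established the knockouts by sequencing, and reported reduced RB and p130 protein in the matching lines by immunoblot of quiescent cells.

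Doxorubicin was then compared with no drug within each line, with limma on log2(normalized count + 1) in the 4 libraries of that line. In Control, 7390 genes changed at an adjusted p under 0.05, of which 3849 rose and 3541 fell. In sgP130, 6335 genes changed, with 3356 higher and 2979 lower. In sgRB1, 7034 genes changed, with 3646 higher and 3388 lower. In sgRB1+sgP130, 1063 genes changed, with 663 higher and 400 lower. At an unadjusted p under 0.05 the counts were 8072, 7443, 7874 and 4148. The median standard error of a log2 fold change was 0.19 in Control, 0.21 in sgP130, 0.18 in sgRB1 and 0.37 in sgRB1+sgP130. Over the 7390 genes called in Control, the fold changes of sgRB1+sgP130 had a slope of 0.83 on those of Control, and 94.5% had the same direction. The slopes were 0.89 for sgP130 and 0.86 for sgRB1. The counts of Control, sgP130 and sgRB1 moved most without the filter on low values, to 4294, 3110 and 4434. That of sgRB1+sgP130 moved most with DESeq2 on all 16 libraries, to 5957.

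**Figure D2:**
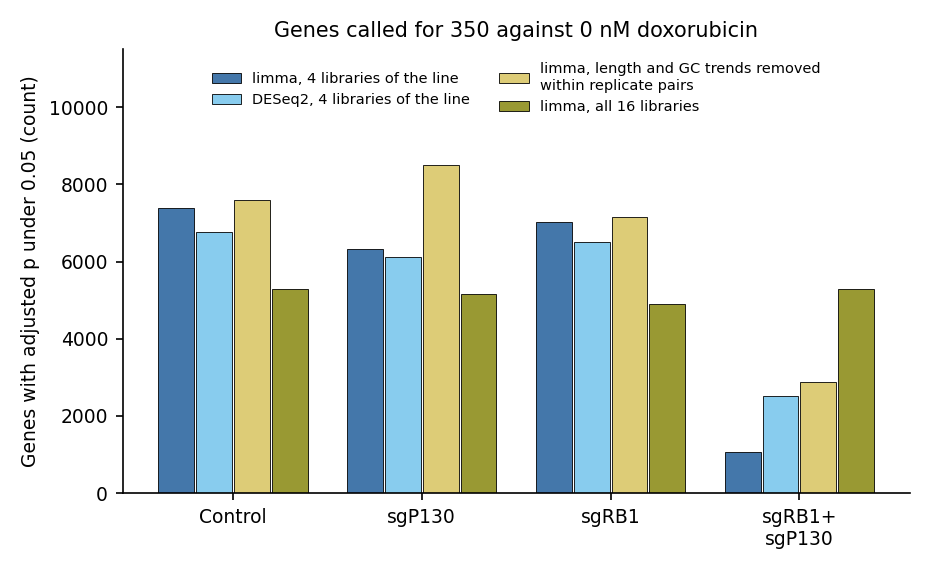
Genes with an adjusted p under 0.05 for 350 against 0 nM doxorubicin in each of the 4 lines (bars, count), under limma and DESeq2 on the 4 libraries of a line, limma after removal of length and GC trends within replicate pairs, and limma on all 16 libraries. The count in sgRB1+sgP130 was 1063, 2526, 2876 and 5301 in these fits.

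Lists of G1/S genes, G2/M genes and direct p53 targets from earlier work were followed in these fits. The high-stringency G1/S list had 57 tested genes, the high-stringency G2/M list 103 and the p53 list 294. The value of a list was the median log2 fold change of its genes, tested with camera, and the 12 tests of this family were adjusted together. The G1/S median was -1.60 in Control (adjusted p 1.78e-10), -1.61 in sgP130 (adjusted p 6.39e-11), -0.80 in sgRB1 (adjusted p 1.48e-07) and -0.27 in sgRB1+sgP130 (adjusted p 0.0473). The G2/M median was -2.55 in Control (adjusted p 2.38e-24), -2.54 in sgP130 (adjusted p 3.57e-24), -2.47 in sgRB1 (adjusted p 2.31e-24) and -1.68 in sgRB1+sgP130 (adjusted p 5.11e-21). The p53 median was 1.13 in Control, 1.15 in sgP130, 1.22 in sgRB1 and 1.13 in sgRB1+sgP130, with adjusted p between 1.9e-25 and 1.14e-20 in the first 3 of these and 1.8e-19 in the last. The median of all tested genes lay between 0.01 and 0.07 in the 4 lines. For each list and line, both treated libraries lay on the same side of both untreated libraries. In Control, 47 of the 57 G1/S genes, 93 of the 103 G2/M genes and 38 of the 294 p53 targets were lower with doxorubicin. Camera assumes a preset correlation between genes. All 12 calls held under it, 10 under an estimated correlation and 11 under the rotation test fry. The G1/S call in sgRB1 was lost under the estimated correlation (adjusted p 0.125, range over the alternatives 3.45e-11 to 0.125). That in sgRB1+sgP130 was lost under 12 of 17 alternatives (range of adjusted p 3.64e-05 to 0.327), and its median was -0.06 without replicate 2 of untreated sgRB1+sgP130. The mean over the list, among the 17, took the p-value of the main test and could not lose the call. Of the alternatives, the low-stringency list moved the G1/S median of Control most, to -0.86.

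The low-stringency lists (542 tested G1/S genes and 425 tested G2/M genes) served to count genes. Of the G1/S genes, 418 changed with doxorubicin in Control, 386 in sgP130, 387 in sgRB1 and 45 in sgRB1+sgP130. Adjusted over the list alone, the counts were 425, 403, 403 and 50. Of the called genes, 343 fell in Control, 328 in sgP130, 320 in sgRB1 and 24 in sgRB1+sgP130. Of the G2/M genes, 303 changed in Control, 271 in sgP130, 299 in sgRB1 and 96 in sgRB1+sgP130, and adjusted over the list alone 307, 279, 303 and 149. At an unadjusted p under 0.05, 200 G1/S genes and 194 G2/M genes changed in sgRB1+sgP130. The count of G1/S genes in sgRB1+sgP130 moved most with DESeq2 on all 16 libraries, to 295, and the same fit gave 256 G2/M genes. The larger standard error in this line enters all of these counts.

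Whether the response differed between lines was tested with the interaction of line and doxorubicin. For sgP130 against Control, 0 genes passed the threshold, and 162 had an unadjusted p under 0.05. For sgRB1 against Control, 17 genes passed, 11 with a difference above 0 and 6 below, and 1247 had an unadjusted p under 0.05. For sgRB1+sgP130, 0 genes passed against Control (862 unadjusted) and 0 against sgRB1 (454 unadjusted). In the sgRB1 comparison, 8 of the 17 genes were on the low-stringency G1/S list (47.1%, against 4% of tested genes; two-sided Fisher exact test, p 1.11e-07). Adjusted over the list alone, 54 of the G1/S genes differed in sgRB1 and 60 in sgRB1+sgP130, against 8 and 0 over all genes. The count of 17 fell to 0 in 1 fit of all 16 libraries, where 493 genes had an unadjusted p under 0.05, and was 162 with DESeq2.

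The 11 list differences formed another family. The G1/S median difference from Control was 0.13 in sgP130 (adjusted p 0.0116), 0.78 in sgRB1 (adjusted p 1.9e-19) and 1.32 in sgRB1+sgP130 (adjusted p 8.18e-26). Between sgRB1+sgP130 and sgRB1 it was 0.49 (adjusted p 9.31e-16). The G2/M median difference from Control was 0.06 in sgP130 (adjusted p 0.126), 0.19 in sgRB1 (adjusted p 0.0223) and 0.95 in sgRB1+sgP130 (adjusted p 6.14e-21), and between sgRB1+sgP130 and sgRB1 it was 0.68 (adjusted p 2.63e-24). The p53 median difference from Control was -0.05, 0.07 and -0.03 in the 3 lines (adjusted p 0.126, 0.447 and 0.261). Of the 7 calls, 6 held under an estimated correlation and 5 under fry. The G2/M difference in sgRB1 was lost under both, and the G1/S difference in sgP130 under fry (adjusted p 0.161, range over the alternatives 0.006 to 0.504). Leaving out replicate 2 of treated Control brought the G1/S difference in sgP130 to 0.07, the G2/M difference in sgRB1 to 0.08 and the G2/M difference in sgP130 to -0.02. Without replicate 2 of treated sgP130 this last value was 0.14. The p53 difference was 0.03 in sgP130 without replicate 1 of treated sgP130, 0.03 in sgRB1 without replicate 2 of treated sgRB1 and 0.02 in sgRB1+sgP130 without replicate 2 of untreated sgRB1+sgP130. The low-stringency list moved the G1/S difference of sgRB1+sgP130 most, to 0.33.

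The treated lines were next compared with treated Control in 1 fit of the 8 treated libraries. In sgP130, 0 genes passed the threshold, and 835 had an unadjusted p under 0.05. In sgRB1, 173 genes passed, 126 higher and 47 lower than in Control. In sgRB1+sgP130, 1294 genes passed, 780 higher and 514 lower. A test of any difference among the 4 treated lines called 1000 genes. The count in sgRB1 moved most without the filter on low values, to 0 (2203 genes at an unadjusted p under 0.05), and that in sgRB1+sgP130 most with length and GC trends removed, to 3018. In sgRB1, 60 low-stringency G1/S genes passed (58 higher), and 121 did adjusted over the list alone, against 1 and 1 for G2/M genes. In sgRB1+sgP130, 166 G1/S genes passed (150 higher) and 225 adjusted over the list alone, and 77 G2/M genes passed (63 higher) and 100 adjusted over the list alone. Of the 294 p53 targets, 2 passed in sgRB1 and 23 in sgRB1+sgP130, of which 12 were higher.

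The 12 comparisons of list levels between lines were adjusted as a separate family. The G1/S list lay above treated Control by a median of 0.12 in sgP130 (adjusted p 0.000221), 1.07 in sgRB1 (adjusted p 1.05e-26) and 1.64 in sgRB1+sgP130 (adjusted p 1.64e-23). The G2/M list lay above it by 0.11 in sgP130 (adjusted p 0.00647), 0.16 in sgRB1 (adjusted p 0.0128) and 0.79 in sgRB1+sgP130 (adjusted p 3.49e-11). Of the 10 calls in this family, 4 held under an estimated correlation and the same number under fry. These were the 3 treated G1/S comparisons and the treated G2/M comparison of sgRB1+sgP130. Without replicate 1 of treated Control the G1/S value of sgP130 was 0.22. Relative to untreated Control, the G1/S list stood at -1.35 and -1.64 in the treated sgP130 libraries and at -1.69 and -1.40 in treated Control. These libraries overlapped, and the replicate spread of this comparison, 0.29, exceeded its value of 0.12. Without replicate 2 of treated Control the G2/M values of sgP130 and sgRB1 were 0.07 and 0.08, and without replicate 2 of treated sgP130 the G2/M value of sgP130 was 0.29. The low-stringency list moved the G1/S value of sgRB1+sgP130 most, to 0.32.

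The 250 genes with the smallest p in the test of any difference among treated lines were compared with the low-stringency lists. They included 74 G1/S genes, where 10 would be expected from the share of the list among tested genes. They included 15 G2/M genes (7.85 expected) and 2 p53 targets (5.43 expected). With the high-stringency lists they included 26 G1/S genes (1.05 expected) and 10 G2/M genes (1.9 expected). The number of low-stringency G1/S genes moved most among the fits without the filter on low values, to 46.

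The untreated lines were compared in the same way to see whether they differed before treatment. Against untreated Control, 0 genes passed in sgP130 (78 at an unadjusted p under 0.05), 0 in sgRB1 (829) and 8 in sgRB1+sgP130 (2272), of which 7 were higher. The median standard error in this fit was 0.31, against 0.22 in the treated fit. The count in sgRB1+sgP130 moved most with DESeq2 on all 16 libraries, to 1187, and was 489 with limma on all 16 libraries. It was 1 with TMM scaling, 1 with the repeat number as a term and 0 in a fit of only the lines compared. The same DESeq2 fit called 153 genes in sgRB1. The G1/S list lay above untreated Control by a median of 0.07 in sgP130 (adjusted p 0.04), 0.21 in sgRB1 (adjusted p 2.06e-05) and 0.12 in sgRB1+sgP130 (adjusted p 0.0824). The G2/M list differed by 0.07 in sgP130 (adjusted p 0.00617), -0.02 in sgRB1 (adjusted p 0.707) and -0.16 in sgRB1+sgP130 (adjusted p 0.011). None of these calls held under fry. Without 1 library, the G1/S value was 0.13 in sgRB1 (replicate 1 of untreated sgRB1 left out) and -0.01 in sgRB1+sgP130 (replicate 2 of untreated sgRB1+sgP130 left out). The G2/M value was 0.02 in sgP130 (replicate 2 of untreated sgP130 left out) and 0.03 in sgRB1 (replicate 2 of untreated Control left out).

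Among p53 targets named by the study, CDKN1A (the gene of p21, chromosome 6, 36644237 to 36655114, plus strand) rose in Control from 8483 ± 139 to 25091 ± 1891 normalized counts (SD, n = 2). Its log2 fold change was 1.56 in Control, 1.69 in sgP130, 1.54 in sgRB1 and 1.19 in sgRB1+sgP130, with adjusted p of 2.09e-07, 0.000729, 6.12e-07 and 0.0498. BBC3 (the gene of PUMA, chromosome 19, 47724079 to 47736023, minus strand) rose by 2.22, 2.47, 2.50 and 1.76 in the same order, with adjusted p of 2.45e-06, 0.000635, 2.12e-05 and 0.0498. MDM2 (chromosome 12, 69201957 to 69239324, plus strand) rose by 0.61 in Control (adjusted p 0.0003) and 0.77 in sgRB1 (adjusted p 8e-05). In sgP130 the value for MDM2 was 0.23 (adjusted p 0.41), and it was -0.05 without replicate 1 of treated sgP130. In sgRB1+sgP130 the value for MDM2 was 0.51 (adjusted p 0.446), and it was -0.02 without replicate 1 of the untreated libraries of that line.

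Among G1/S genes, MCM5 (chromosome 22, 35796127 to 35821424, plus strand) fell in Control from 1779 ± 100 to 398 ± 75 normalized counts, and in sgP130 from 1650 ± 36.3 to 399 ± 54.5 (SD, n = 2). In sgRB1 it fell from 2753 ± 1.47 to 1726 ± 8.72, and in sgRB1+sgP130 it was 2450 ± 528 untreated and 3346 ± 300 treated (SD, n = 2). The log2 fold changes were -2.17, -2.05, -0.67 and 0.46, of which the last did not pass the threshold (adjusted p 0.299) and was 0.24 without replicate 1 of untreated sgRB1+sgP130. The difference of MCM5 from Control passed in sgRB1 (1.5, adjusted p 0.00861) and not in sgRB1+sgP130 (2.63, adjusted p 0.17), where the standard error was 0.31 against 0.17. MCM2, MCM3, CDC6 and FAM111B also differed between sgRB1 and Control, by 1.22, 1.22, 1.32 and 2.89 (adjusted p 0.0193, 0.00861, 0.0272 and 0.00861). CDT1, E2F1, ORC1 and ASF1B did not pass in this test (adjusted p 0.0656, 0.1, 0.326 and 0.127). E2F1 (chromosome 20, 32263283 to 32274191, minus strand) changed by -1.06 in Control, -1.07 in sgP130, -0.01 in sgRB1 and 0.86 in sgRB1+sgP130, and the value in sgRB1 was 0.05 without replicate 2 of its untreated libraries. ASF1B (chromosome 19, 14230324 to 14247425, minus strand), which the study names with G1/S genes and which is on none of the lists used here, changed by -0.25, 0.04, 0.48 and 1.46, and passed in sgRB1 (adjusted p 0.00193) and in sgRB1+sgP130 (adjusted p 0.037). Its value in Control was -0.13 without replicate 1 of untreated Control, and in sgP130 -0.20 without replicate 2 of treated sgP130. RBL1 (chromosome 20, 35624752 to 35724400, minus strand) fell in Control from 507 ± 48.0 to 31.3 ± 14.5 normalized counts and in sgRB1 from 545 ± 16.8 to 150 ± 19 (SD, n = 2). In sgRB1+sgP130 RBL1 was 355 ± 53 untreated and 132 ± 2.75 treated (SD, n = 2), a log2 fold change of -1.42 that did not pass (adjusted p 0.0525). Its treated level there was not above that in sgRB1. Among treated libraries all of MCM5, MCM3, MCM2, CDC6, CDT1, E2F1, FAM111B, ORC1, ASF1B and RBL1 were above Control in sgRB1 and in sgRB1+sgP130 at an adjusted p under 0.05. The study picked some of these genes from these same libraries, so their calls here are not independent evidence.

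Among genes of the G2/M lists, BUB1 (chromosome 2, 111395105 to 111435640, minus strand) fell in Control from 867 ± 50.6 to 45.4 ± 27 normalized counts, and KIF23 (chromosome 15, 69706585 to 69740766, plus strand) from 2027 ± 70.1 to 74.8 ± 1.57 (SD, n = 2). The log2 fold change of BUB1 was -4.36 in Control, -3.23 in sgP130, -3.18 in sgRB1 and -1.98 in sgRB1+sgP130, where it did not pass (adjusted p 0.0596). The BUB1 value in Control was -3.73 without replicate 2 of treated Control. KIF23 changed by -4.74, -4.12, -4.58 and -3.27, all past the threshold. PLK4 (chromosome 4, 128802048 to 128820379, plus strand) changed by -5.49, -4.10, -3.39 and -2.10, and the value in Control was -4.02 without replicate 2 of treated Control, where PLK4 had 1 read. FOXM1, on the low-stringency G2/M list, and MYBL2, on the low-stringency G1/S list, encode transcription factors of later cell-cycle genes. They changed by -1.94 and -0.86 in sgRB1+sgP130 (adjusted p 0.0532 and 0.115) and by -2.63 and -3.03 in Control. Among treated libraries, BUB1, KIF23, PLK4, FOXM1 and MYBL2 were higher in sgRB1+sgP130 than in Control by 2.13, 1.09, 3.18, 1.16 and 2.28 (adjusted p 0.00509, 0.0343, 0.0295, 0.00133 and 8.71e-05). Without replicate 2 of treated Control, the value of PLK4 was 1.72. In treated sgRB1 none of these 5 genes passed.

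**Figure D3:**
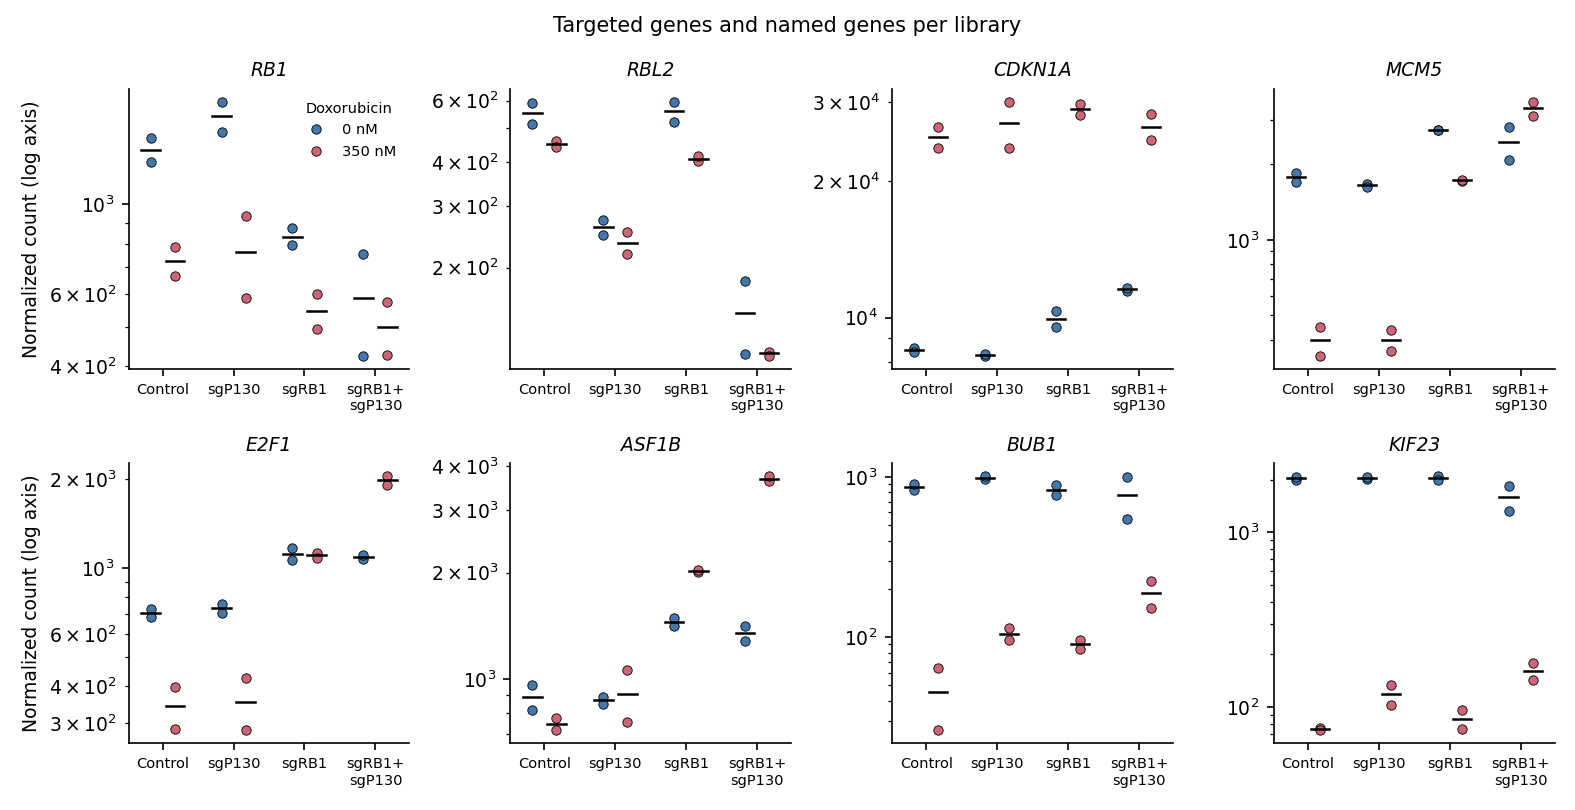
Normalized counts (log axis) of the targeted genes RB1 and RBL2 and of CDKN1A, MCM5, E2F1, ASF1B, BUB1 and KIF23 in each library (points) with the group mean (line), by line and dose. MCM5 with doxorubicin was 398 in Control and 3346 in sgRB1+sgP130.

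The genes with the largest changes were named by a rule. In Control, POU3F1 (chromosome 1, 38509501 to 38512465, minus strand) rose at least 597-fold with doxorubicin and FAM84A (now LRATD1, chromosome 2, 14772824 to 14790938, plus strand) at least 156-fold, each from at most 3 reads in either untreated library. POU3F1 and PDE4C are on the p53 list. PDE4C (chromosome 19, 18318775 to 18359010, minus strand) rose from 3.22 ± 2.19 to 860 ± 316 normalized counts (SD, n = 2). ERCC6L (chromosome X, 71424507 to 71458877, minus strand) was at least 96.8-fold lower with doxorubicin in Control by the floor of 3 reads. This bound covers counting error alone. ERCC6L had 3 and 0 reads in the treated Control replicates, and its log2 fold change was -7.40, or -6.38 without replicate 2. HJURP (chromosome 2, 234742062 to 234763212, minus strand) and FANCD2 (chromosome 3, 10068054 to 10143616, plus strand) changed by -7.11 and -6.78 on the log2 scale. Both were listed at 0 reads in replicate 2 of treated Control, and without it they changed by -4.19 and -4.85. In treated sgRB1+sgP130 against Control, the largest rises were those of MCM10 (5.07), WDR76 (4.83) and HJURP (4.27), on chromosomes 10, 15 and 2. Without the same library these were 2.25, 3.70 and 1.36. The largest falls were those of EXTL1 (-3.31), MMP11 (-2.14) and STMN2 (-2.04), on chromosomes 1, 22 and 8. Without replicate 1 of treated sgRB1+sgP130, EXTL1 was -2.13. In untreated sgRB1+sgP130 against Control, CSF3 (chromosome 17, 38171614 to 38174066, plus strand) was 1447 ± 333 against 96.6 ± 14.5 normalized counts (SD, n = 2), a log2 fold change of 3.88 (adjusted p 0.0189). IL6 (chromosome 7, 22765503 to 22771621, plus strand) and GPR4 (chromosome 19, 46093022 to 46105470, minus strand) were higher by 2.53 and 2.48 (adjusted p 0.0446 and 0.0447). RDH10 (chromosome 8, 74206837 to 74237516, plus strand) was lower, at -1.77 (adjusted p 0.0446).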

Values the study reported

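The study reported that 75 of the top 250 genes differing among its doxorubicin-treated lines belonged to the G1/S class and 17 to the G2/M class. It gave sizes of 61 and 573 genes for its stricter and looser G1/S lists, and of 104 and 433 genes for the G2/M lists. Of the looser G1/S list, over 300 genes were reported as changed by the drug in Control, sgP130 and sgRB1 cells, and 59 in the double knockout. Of the looser G2/M list, over 225 were reported as changed in the first group of lines.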

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

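All tests of explanations in this part were chosen only after the results were seen.

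Some settings these tests draw on had been planned as alternatives, and only their use against an explanation was chosen later. They were TMM scaling, a mean of at least 100, the low-stringency lists, fry, an estimated correlation and leaving out a library. The response of the G1/S list to doxorubicin differed between lines in tests of the interaction. The fall was smaller than in Control by a median of 0.78 on the log2 scale in sgRB1 and 1.32 in sgRB1+sgP130, and smaller in sgRB1+sgP130 than in sgRB1 by 0.49. Each passed the threshold. The choice of TMM or median-of-ratios scaling did not make the pattern, since the smallest of the 3 differences was 0.52 with TMM scaling. TMM moved the median of all genes by at most 0.08, too little to test normalization further. Transcript length and GC content are argued against as the whole cause, as the smallest difference was 0.47 once trends with both were removed per library. Genes with few reads are too, as it was 0.52 over genes with a mean of at least 100. No 1 library made the pattern, as it was 0.41 at the lowest with any library left out. The size depended on the list, and with the low-stringency list the 3 differences were 0.22, 0.33 and 0.20, still past the threshold. A biological hypothesis is that RB, and p130 where RB is missing, keep G1/S genes low after DNA damage in these cells. It was found and tested on the same libraries. The labels give 1 line per guide combination, and the tables do not measure cell-cycle phase. The study measured phase by flow cytometry apart from these libraries and reported more cells in G1 and fewer in S phase with the drug in each line. How far the remaining shares differed between lines is not in these tables and stays open, as does a property of a line other than its guides.

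The fall of the G2/M list was smaller in sgRB1+sgP130 than in Control by 0.95, and smaller than in sgRB1 by 0.68. The smaller of the 2 was 0.71 with TMM scaling, 0.62 with length and GC trends removed per library, 0.77 over genes with a mean of at least 100 and 0.61 at the lowest with 1 library left out. These values argue against transcript length and GC content, genes with few reads or 1 library as the whole cause. The choice of TMM or median-of-ratios scaling did not make the pattern either, but TMM again moved too little to test normalization further. The size depended on the list, and with the low-stringency list the differences were 0.34 against Control and 0.17 against sgRB1, still past the threshold. Among treated libraries alone the list was higher in sgRB1+sgP130 than in Control by a median of 0.79. Among untreated libraries the median was -0.16, and it was -0.05 with length and GC trends removed per library and not past the threshold there (adjusted p 0.62, range over the alternatives 0.00518 to 0.62), so a contribution of the untreated libraries is uncertain. A hypothesis is that loss of RB and p130 together weakens G2/M repression more than loss of RB alone. It was found and tested on the same libraries, and differences in the share of cells per phase and other properties of the lines again stay open in these tables. In other libraries, the study reported that knockdown of p107 in sgP130 cells also de-repressed G2/M genes after doxorubicin. Loss of RB was thus not required there, and the study described its role at G2/M genes as likely indirect.

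Smaller list differences passed the same interaction test with camera, for G1/S in sgP130 (0.13) and for G2/M in sgRB1 (0.19). Genes of such lists vary together between libraries, which a preset correlation of 0.01 may understate. With fry, which takes the correlation from the libraries, the adjusted p was 0.161 for the first (range over the alternatives 0.006 to 0.504) and 0.244 for the second (range 0.0128 to 0.372). Camera with a correlation estimated from the libraries gave 0.0497 for the first, just past the threshold, and 0.372 for the second. Shared variation of the list genes is therefore a candidate explanation of the G2/M difference in sgRB1. That difference was also 0.10 with length and GC trends removed per library (camera adjusted p 0.0979). It was 0.09 with the low-stringency list (adjusted p 0.101) and 0.08 without replicate 2 of treated Control. Of 17 alternatives, 12 kept the call, among them the mean over the list, which took the p-value of the main test. Transcript length and GC content, the choice of list and 1 library thus stay open too. For the G1/S difference in sgP130 the 2 tests disagree, which keeps shared variation open. A small effect of p130 on G1/S genes or of RB on G2/M genes was not excluded.

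Single genes differed in response between sgRB1 and Control in 17 cases by the interaction test, 8 of them on the low-stringency G1/S list. Of the 17, 16 also passed with TMM scaling and 15 with length and GC trends removed per library, and all 17 kept their direction in both. This argues against transcript length and GC content as the whole cause. TMM shifted the differences of all genes by a median of 0.06, too little to test normalization. The count of 0 for sgRB1+sgP130 against Control (862 genes at an unadjusted p under 0.05) does not show a smaller effect there. Its median standard error was 0.45 against 0.28, and the list medians were larger. A hypothesis is that loss of RB changes the response of these genes to DNA damage, and the number depended on the fit (0 in 1 fit of all 16 libraries, with 493 genes at an unadjusted p under 0.05). An interaction can also come from the untreated level. In sgRB1 against Control, IL6 was higher by 1.82 untreated (limma adjusted p 0.264) and 0.89 treated. For MCM5 the values were 0.63 and 2.13, so the treated libraries differed more. A contribution of the untreated level stays open for the other genes. Properties of the line other than its guide stay open and untested.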

How the results depend on the processing

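Over 61 results of comparisons and up to 18 alternatives each, 775 values kept direction and side of the threshold, or stayed within 1.5 times of the count. Another 102 counts moved, 43 values lost a call, 2 gained one and 3 reversed. They follow, grouped by alternative. Unless a reason is given, the cause was not tested. Part of the outcome was fixed for some alternatives, which raises the number kept. The mean over the list took the p-value of the main test and could not lose a call. An estimated correlation and fry took the main median and could not reverse it.

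Libraries left out aside, the G1/S and G2/M medians in Control and sgP130, the G2/M medians in sgRB1 and sgRB1+sgP130, all p53 medians and the G1/S differences of sgRB1 and sgRB1+sgP130 kept direction and call under every alternative run for them. So did the G2/M differences of sgRB1+sgP130, and the treated G1/S comparisons. In that of sgP130, 0.12, the libraries overlapped those of Control all the same. The lowest and highest values were -1.69 and -0.86 (G1/S in Control), -1.68 and -0.83 (G1/S in sgP130), -2.60 and -0.74 (G2/M in Control), 0.22 and 0.86 (G1/S difference of sgRB1) and 0.33 and 1.40 (that of sgRB1+sgP130). The values nearest 0 came from the low-stringency lists.

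Without the filter on low values, 19656 genes were tested in place of 13534. Doxorubicin counts were 4294 in Control, 3110 in sgP130 and 4434 in sgRB1. Counts of low-stringency G1/S genes were 262, 221 and 251 in these lines, and of G2/M genes 165 in sgP130 and 56 in sgRB1+sgP130. Interaction counts were 50, 73, 154 and 87, in the order sgP130, sgRB1 and sgRB1+sgP130 against Control and sgRB1+sgP130 against sgRB1. Treated counts were 0 in sgRB1 (2203 at an unadjusted p under 0.05), 606 in sgRB1+sgP130 and 257 for any line, with 46 G1/S genes and 1 p53 target in the top 250. Untreated counts were 63, 23 and 113 (sgP130, sgRB1, sgRB1+sgP130). The untreated G1/S calls changed, to a median of 0.07 not past the threshold in sgP130 and 0.12 past it in sgRB1+sgP130, and the G2/M difference of sgRB1, 0.19, was lost. With a mean of at least 100 the counts were 34 for the interaction of sgRB1, 22 for untreated sgRB1+sgP130 and 5 p53 targets in the top 250, and the G1/S median of sgRB1+sgP130, -0.28, was not called. With a pseudocount of 0.1 the interaction count of sgRB1 was 8.

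TMM scaling gave 1 gene for untreated sgRB1+sgP130 and 4 p53 targets in the top 250. The G1/S median of sgRB1+sgP130, -0.25, was no longer called, and the p53 difference of sgRB1+sgP130 reversed to 0.05, with no call either way. As a mean over the list that difference was 0.01, also reversed. RBL2 in untreated sgRB1 reversed from 0.02 to -0.03.

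In 1 fit of all 16 libraries, the spread of every gene is shared by construction. The counts for sgRB1+sgP130 rose to 5301 for doxorubicin, 253 for G1/S and 231 for G2/M genes. Interaction counts were 0 for sgRB1 (493 at an unadjusted p under 0.05) and 51 for sgRB1+sgP130. Treated counts were 86, 574 and 419 (sgRB1, sgRB1+sgP130, any line), and untreated counts 31 and 489 (sgRB1 and sgRB1+sgP130). Calls were lost for the G1/S median of sgRB1+sgP130 (-0.27), untreated G1/S in sgP130 (0.07) and untreated G2/M in sgRB1+sgP130 (-0.16). The same fit with edgeR gave 5419, 277 and 241 for sgRB1+sgP130, interactions of 1 and 72 and treated counts of 80, 572 and 454 in the same order, 24 G2/M genes in the top 250, untreated counts of 34 and 456 (sgRB1 and sgRB1+sgP130), and lost calls for the same G1/S values (-0.30 and 0.07). With DESeq2 it gave 5957, 295 and 256 for sgRB1+sgP130, interactions of sgRB1+sgP130 of 296 against Control and 76 against sgRB1, 5 genes for treated sgP130, untreated counts of 1, 153 and 1187 (sgP130, sgRB1, sgRB1+sgP130), and lost calls at -0.29 and 0.06. The edgeR and DESeq2 versions were chosen after seeing the data.

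On the recovered reads in the same groups, edgeR gave 36 interaction genes for sgRB1 and 17 untreated genes for sgRB1+sgP130, and lost the G1/S calls of sgRB1+sgP130 (-0.28) and untreated sgP130 (0.08). DESeq2 gave 2526 doxorubicin genes in sgRB1+sgP130 with 122 G1/S and 165 G2/M genes, interactions of 162 (sgRB1), 132 (sgRB1+sgP130) and 25 (sgRB1+sgP130 against sgRB1), treated counts of 2, 469 and 1848 (sgP130, sgRB1, any line), 4 p53 targets in the top 250, untreated counts of 83 and 834 (sgRB1 and sgRB1+sgP130), and a G1/S median in sgRB1+sgP130 of -0.32 that was not called.

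Length and GC trends were removed as alternatives chosen after seeing the data. Within replicate pairs, this gave 2876 doxorubicin genes in sgRB1+sgP130 with 139 G1/S and 163 G2/M genes, interactions of 35 (sgRB1) and 13 (sgRB1+sgP130), treated counts of 8, 863, 3018 and 2897 (sgP130, sgRB1, sgRB1+sgP130, any line), 8 G2/M genes and 7 p53 targets in the top 250, and untreated counts of 3 and 175 (sgRB1 and sgRB1+sgP130). The G1/S median of sgRB1+sgP130 (-0.27) was not called. This removes spread between replicates by construction. Per library, it gave 2818, 117 and 160 for sgRB1+sgP130, an interaction count of 10 in sgRB1+sgP130, treated counts of 732, 2644 and 2219 (sgRB1, sgRB1+sgP130, any line), 5 G2/M genes and 6 p53 targets in the top 250, and untreated counts of 16 and 73 (sgRB1 and sgRB1+sgP130). Calls were lost for the G1/S median of sgRB1+sgP130 (-0.21), the G2/M difference of sgRB1 (0.10), and untreated G1/S in sgP130 (0.06), G2/M in sgP130 (0.02) and G2/M in sgRB1+sgP130 (-0.05). Untreated G1/S in sgRB1+sgP130 (0.20) gained a call. Untreated G2/M in sgRB1 reversed to 0.05, and RB1 in treated sgP130 reversed from 0.04 to -0.10.

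Fits of only the lines compared, also chosen after seeing the data, gave 550 and 1995 genes in treated sgRB1 and sgRB1+sgP130. Among untreated libraries they gave 54 in sgRB1 and 0 in sgRB1+sgP130 (1083 at an unadjusted p under 0.05). For untreated sgP130 the count was 0 with 2622 genes at an unadjusted p under 0.05, against 78 in the fit of all 4 lines, so the count of 0 there does not show that the lines were alike.

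With the replicate block (repeat number as a term), counts were 295 in treated sgRB1, 1 in untreated sgRB1+sgP130 and 7 p53 targets in the top 250, and the calls of the G1/S median in sgRB1+sgP130 (-0.27) and untreated G1/S in sgP130 (0.07) were lost. Repeat numbers did not pair the doses. The correlation across genes of the replicate differences at both doses was -0.06 in Control, -0.14 in sgP130, 0.00 in sgRB1 and -0.04 in sgRB1+sgP130, where 28 pairs of groups gave -0.14 to 0.18. In sgP130, 5905 genes passed with the replicate block and 7330 with the repeat numbers crossed between doses, the latter chosen after seeing the data.

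The list tests that estimate the correlation of genes lost several calls without changing a median. An estimated correlation and fry both lost the G1/S median of sgRB1+sgP130 (-0.27), the G2/M difference of sgRB1 (0.19), treated G2/M in sgP130 (0.11) and sgRB1 (0.16), and untreated G1/S in sgP130 (0.07) and sgRB1 (0.21) and G2/M in sgP130 (0.07) and sgRB1+sgP130 (-0.16). The first also lost the G1/S median of sgRB1 (-0.80) and fry the G1/S difference of sgP130 (0.13). The low-stringency lists lost the G1/S difference of sgP130 (0.01), the G2/M difference of sgRB1 (0.09) and treated G2/M in sgRB1 (0.04). The high-stringency lists placed 26 G1/S genes in the top 250, as they hold fewer genes.

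Leaving out 1 library at a time moved these values by more than the spread between replicates. The G1/S median ran from -1.74 to -1.36 in sgP130 and from -0.29 to -0.06 in sgRB1+sgP130. The G2/M median ran from -2.63 to -2.42 in Control, -2.52 to -2.48 in sgRB1 and -1.70 to -1.59 in sgRB1+sgP130. The p53 median ran from 1.10 to 1.2 in Control, 1.07 to 1.19 in sgP130, 1.16 to 1.26 in sgRB1 and 1.11 to 1.32 in sgRB1+sgP130. The G2/M difference ran from 0.08 to 0.27 in sgRB1, 0.78 to 1.02 in sgRB1+sgP130, and 0.61 to 0.74 between these lines. Treated G2/M ran from 0.07 to 0.29 in sgP130, 0.08 to 0.22 in sgRB1 and 0.57 to 0.80 in sgRB1+sgP130. The value nearest 0 for G1/S in sgRB1+sgP130 came without replicate 2 of its untreated libraries, and replicate 2 of treated Control gave the lowest G2/M differences from Control and treated values.

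Thinning every library to the shallowest, chosen after seeing the data, kept each doxorubicin count within 1.5 times. Among named genes, 50 values gained a call under an alternative, 40 lost one and 2, given above, reversed. Depth limits genes with few reads most. With 2 libraries per group, only large changes or small spreads reach the threshold.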

Other observations

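All tests of explanations in this part were chosen only after the results were seen.

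Far fewer genes were called for doxorubicin in sgRB1+sgP130 (1063) than in Control (7390). Sequencing depth is argued against, since Control still had 7198 called genes after every library was thinned to the depth of the shallowest, 10373517 reads. Smaller effects in general are argued against too. Over the genes called in Control, the slope of the sgRB1+sgP130 fold changes on those of Control was 0.83, close to 0.89 for sgP130 and 0.86 for sgRB1. The spread between the untreated sgRB1+sgP130 replicates remains. With 1 spread per gene from all 16 libraries, 5301 genes were called in this line and 5296 in Control. In that fit 253 low-stringency G1/S genes were called in sgRB1+sgP130 and 348 in Control, where separate fits gave 45 and 418. The difference in the number of called genes between lines may thus come mostly from the spread of 1 pair of libraries. The median fold changes of the lists do not depend on that spread in the same way, but whether they are firmer was not tested. The G1/S median of sgRB1+sgP130 was -0.27, and -0.06 without replicate 2 of its untreated libraries. Its difference from Control, 1.32, ran from 1.27 to 1.42 with 1 library left out. With the low-stringency list that difference was 0.33.

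The untreated sgRB1+sgP130 replicates themselves differed in part along transcript length. Spearman's rho of the replicate difference with length across genes was -0.55, against -0.18 to 0.21 in the other 7 groups (genes are not independent replicates). The rho with GC content was -0.05, nearer 0 than in any other group, so GC content is argued against. Few starting molecules are argued against as the whole cause, since the SD of the difference stayed at 0.89 for genes with a mean of at least 1000, where the other groups had 0.10 to 0.36. Exposure to doxorubicin or another cell-cycle state would follow the response in Control, and that rho was -0.03. The median replicate difference over G1/S genes was -0.22, however, against -0.08 to 0.09 in the other 7 groups. Over G2/M genes it was -0.13, against -0.12 to 0.12. A difference in cell-cycle state that moved few other genes thus stays open. A mislabelled sample from another line is argued against by RBL2, which was at most 183 normalized counts in this pair and at least 248 in the untreated sgP130 libraries, the lowest of the other untreated lines. A rho of this size leaves most of the difference between the replicates unaccounted for. A difference in RNA integrity or fragmentation between the 2 libraries is a candidate explanation of the part along transcript length, and the source of the rest stays open. The files hold no measure of RNA quality, and a biological cause shared by long transcripts was not tested.

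Few genes had exactly 1 read in 3 libraries, with 114 in replicate 2 of untreated sgRB1 against 752 in its partner. Sequencing depth is argued against, as the partner thinned to the same depth had 841 (in the other 2 pairs 782 against 165 and 955 against 161). A filter that removed low values is argued against by the reads over genes of low mean. They came to 99.7% of those expected in replicate 2 of untreated sgRB1. They came to 92.6% in replicate 2 of treated Control and 129% in replicate 1 of untreated sgRB1+sgP130. None of these was below its partner (95.9%, 90.5% and 124%). Few starting molecules, each read many times, could give this pattern, and were tested on the spread. The share of genes at 0 in replicate 2 of untreated sgRB1 implied 11.40 reads per molecule. Its excess spread over its partner for genes with a mean of 100 to 300 was 11.07. For replicate 2 of treated Control the values were 9.30 and 10.91, and for replicate 1 of untreated sgRB1+sgP130 they were 5.68 and 4.40. These values were not specific to the 3 libraries. Replicate 1 of treated sgP130 had an excess of 12.49 while its zeros implied 2.79, and its partner, where the zeros implied 5.01, had -12.49. Replicate 2 of untreated sgP130 had 7.74 with 2.42 implied by its zeros. The spread thus has other sources, so the comparison does not decide, and few starting molecules stay open. Whatever the cause, zeros in these libraries can stand beside many reads in the partner. HJURP, FANCD2 and MCM10, which had 54, 13 and 47 reads in replicate 1 of treated Control and 0 in replicate 2, are examples. No biological explanation was tested.

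Between untreated sgRB1+sgP130 and Control 8 genes were called, CSF3, IL6, GPR4, CXCL5, IL11, PLAU and TMEM158 as higher and RDH10 as lower. CXCL5, IL11, PLAU and TMEM158 fell outside the naming rule and were picked after their values were seen. The number called depended on the fit. It was 1 with TMM scaling, 0 in a fit of only the lines compared and 489 in 1 fit of all 16 libraries. Chance or technical bias in the untreated libraries of these lines is argued against, as 8 of the 8 moved the same way in treated sgRB1+sgP130 against treated sgP130, where none of these libraries enters. An effect shared by the lines with the RB1 guide would also move them in sgRB1, and in untreated sgRB1 against untreated sgP130 the median change in their direction was 1.08, with 8 of 8 the same way. In treated sgRB1 against treated Control 7 of 8 moved the same way. A hypothesis is that several genes of secreted inflammatory factors are raised without damage where RB is missing. It was found and tested on the same data, and the labels give 1 line per guide combination, so other properties of the lines stay open and untested.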
